# Expression Profiling Identifies the Noncoding Processed Transcript of HNRNPU with Proliferative Properties in Pancreatic Ductal Adenocarcinoma

**DOI:** 10.3390/ncrna3030024

**Published:** 2017-08-25

**Authors:** Dhruvitkumar S. Sutaria, Jinmai Jiang, Ana Clara P. Azevedo-Pouly, Eun Joo Lee, Megan R. Lerner, Daniel J. Brackett, Jo Vandesompele, Pieter Mestdagh, Thomas D. Schmittgen

**Keywords:** pancreatic cancer, HNRNPU processed transcript, ncRNA00201, HNRNPU, lncRNA, LNA^TM^ gapmers

## Abstract

A gene array was used to profile the expression of 22,875 long non-coding RNAs (lncRNAs) and a large number of protein coding genes in 47 specimens of pancreatic ductal adenocarcinoma (PDAC), adjacent benign pancreas and the pancreas from patients without pancreatic disease. Of the lncRNAs profiled, the expression of 126 were significantly increased and 260 were decreased in the tumors (*p* < 0.05, 2-fold). The expression of one lncRNA in particular, heterogeneous nuclear ribonucleoprotein U (HNRNPU) processed transcript (also known as ncRNA00201) was among the most significantly deregulated (increased four-fold) in the tumors compared to normal/adjacent benign tissues. Increased expression of HNRNPU processed transcript was associated with poor prognosis for patients with PDAC. The expression of HNRNPU processed transcript was increased in PDAC cell lines compared to noncancerous pancreatic cell lines. LNA^TM^ gapmer mediated inhibition of HNRNPU processed transcript reduced cell proliferation in Patu-T and PL45 pancreatic cancer cell lines. Reduced invasion and migration was reported upon HNRNPU processed transcript knockdown in Patu-T cells. Small interfering RNA (siRNA) knockdown of the HNRNPU protein coding gene correlated with a 55% reduction in the HNRNPU processed transcript expression and a corresponding reduction in proliferation of Patu-T and PL45 cells. However, gapmer inhibition of HNRNPU processed transcript did not affect HNRNPU mRNA levels. The lncRNA HNRNPU processed transcript expression is increased in both PDAC tissues and cell lines; knockdown of this lncRNA further reduces proliferation and invasion/migration of pancreatic carcinoma cells.

## 1. Introduction

Pancreatic ductal adenocarcinoma (PDAC) is the fourth most lethal cancer in the USA and it is estimated that it will become the second most deadly cancer in the country by 2030 [1,2]. Invasive PDAC develops via low-grade to high-grade precursor lesions known as pancreatic intraepithelial neoplasia (PanIN) [3]. PanIN-2 is typically proceeded by activating mutations in KRAS, an oncogene that is mutated in greater than 90% of PDAC. In addition to KRAS activation, mutations in tumor suppressors—including CDKN2A, SMAD4, and TP53—are commonly present in the tumors and likely contribute to the development of invasive PDAC in patients [4].

While mutations in protein coding genes undoubtedly initiate and promote PDAC, it is possible that noncoding RNAs (ncRNA) play a causative role as well. Numerous profiling and sequencing studies over the past decade have demonstrated that ncRNAs are differentially expressed in PDAC. We and others have shown that microRNAs (miRNAs) have unique expression patterns in PDAC specimens [5,6,7]. Additional profiling of long non-coding RNAs (lncRNAs) [8,9], circular RNAs [10] and transcribed ultraconserved RNAs [11] in PDAC tissues demonstrate that levels of noncoding transcripts differ between PDAC and normal/adjacent benign pancreas. In addition to differential expression, ncRNAs exhibit functionality in PDAC. H19 is overexpressed in pancreatic cancer and promotes the epithelial-mesenchymal transition by reducing expression levels of the let-7 tumor suppressor [12]. HOX transcript antisense intergenic RNA (HOTAIR) was overexpressed in PDAC and HOTAIR knockdown in PDAC cells inhibited tumor growth in a mouse xenograft model suggesting a pro-oncogenic function for this lncRNA [13]. The lncRNA MALAT1 advanced progression of tumors in vivo via activating autophagy in PDAC [14].

Our goal here was to discover new lncRNA transcripts and study their functionality in PDAC. We used a custom cDNA microarray platform to profile the expression of 22,875 lncRNAs. A number of lncRNAs were differentially expressed in patients’ specimens. We focused our attention on one lncRNA transcript in particular, heterogeneous nuclear ribonucleoprotein U (HNRNPU, also known as ncRNA00201) processed transcript, as it was one of the most highly deregulated lncRNAs in PDAC. Knockdown of HNRNPU processed transcript reduces proliferation and in vitro migration/invasion of PDAC cell lines.

## 2. Results

### 2.1. LncRNAs Are Differentially Expressed in Pancreatic Ductal Adenocarcinoma

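RNA from pancreas tissue was hybridised to 1-colour Agilent arrays, on which each spot carries a probe for one transcript and the fluorescence of the spot rises with the amount of that transcript. The sample labels give 8 arrays of normal pancreas, 15 of benign pancreas adjacent to a tumor and 25 of pancreatic ductal adenocarcinoma (PDAC), with 1 array for each labelled sample. The paper's methods give 24 PDAC tissues without saying which were used, so all 25 labelled arrays entered each comparison. The labels also give 2 arrays of chronic pancreatitis (CP), an inflammation that replaces pancreas tissue with scar tissue, and these stayed out of the comparisons between the other groups. Each array held 62976 spots, of which 61537 carried 56220 different probes for transcripts and the rest were controls.

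The authors deposited the output of the scanner software for each array and a table of log2 values for the same 50 arrays. In that table, the order of the probes on each array was that of the median spot signal minus the local background (lowest Spearman rho of an array 1.0000 over the 51303 probes with a single spot), and the medians of all arrays lay between 5.07 and 5.17 on the log2 scale. Here the processed signal of the scanner software was used in place of the table. Its log2 was taken and the 75th percentile of the array subtracted, over the 16211 spots that were well above background on all 50 arrays. Spots of one probe were averaged, and the 1430 spot values that the software flagged as outliers were left out. No spot for a transcript was saturated.

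The arrays were not equally bright. The share of spots well above background was between 36.9% and 45.8% in normal pancreas (median 39.2%), between 36.1% and 54.1% in benign pancreas (median 44.9%) and between 45.8% and 62.1% in PDAC (median 54.8%). The median 75th percentile was 480 intensity units in normal pancreas, 479 in benign pancreas and 1536 in PDAC. The groups also lay on different slides. All 8 normal arrays were on slide 1, 8 benign arrays on slide 2, and 7 benign arrays with 1 PDAC array on slide 3. Slides 4, 5, 6 and 7 held 8, 6, 3 and 7 PDAC arrays, and the 2 CP arrays were on slide 5. Only slide 3 therefore compared PDAC with benign pancreas on the same slide, and the number of arrays limits the precision.

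The probes taken as lncRNA probes were 23021 custom probes with a transcript name, 204 catalogue probes with a non-coding gene symbol and 1020 catalogue probes whose accession the RefSeq table lists as a lncRNA or antisense RNA. They represent 24089 lncRNAs, and each of the 126 lncRNAs with more than 1 probe was represented by its brightest probe. Groups were compared with limma on the log2 values, with Benjamini-Hochberg adjustment over the lncRNAs alone.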

The expression of 22,875 lncRNAs was profiled in a cohort of 48 pancreas specimens (8 normal, 15 adjacent benign, and 25 PDAC). 

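PDAC was compared with normal and benign pancreas as a single group (25 against 23 arrays), and a lncRNA was called at an adjusted p under 0.05 from limma and a fold change of at least 2. Of the 24089 lncRNAs, 475 were higher and 15104 were lower in PDAC. Most of the lower calls came from probes with little signal, because 13949 of them, and 4 of the higher calls, were not well above background on at least 50% of the arrays of any group. Such a probe takes, after scaling, a value that depends on the 75th percentile of its array. When only the 6550 lncRNAs well above background on at least 50% of the arrays of a group were tested, 469 were higher and 1138 were lower. In the authors' deposited table, 145 were higher and 283 were lower, and 144 and 281 of these were also called from the processed signal. The direction of the majority depended on the scaling, since 3085 lncRNAs were higher and 247 lower when the arrays were scaled to their spike-in control spots, transcripts added in fixed amounts before labelling. A random block for slide in the same test gave 257 higher and 12566 lower. A fixed block for slide, where the comparison rests on the single PDAC array of slide 3, gave 29 higher and 4 lower.

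**Figure D1:**
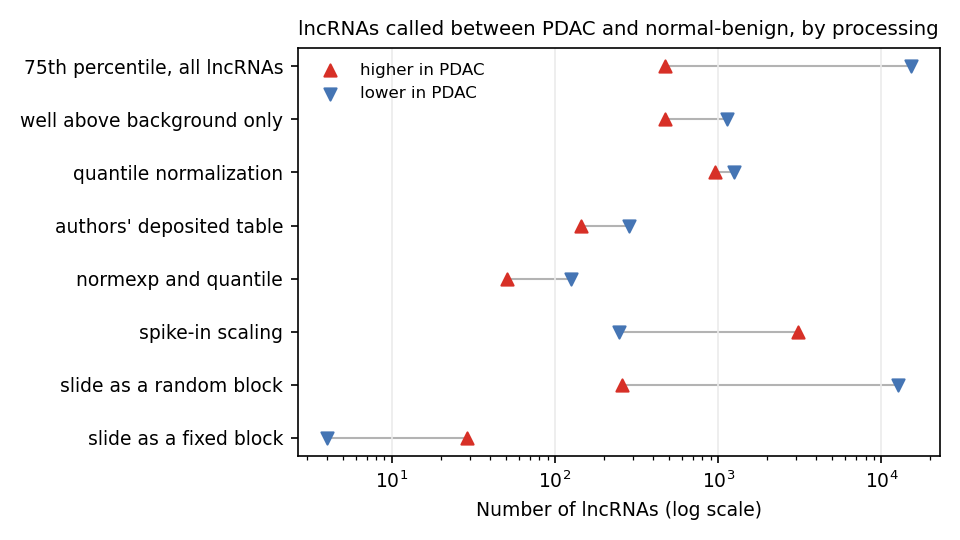
Numbers of lncRNAs called higher (triangles pointing up) or lower (triangles pointing down) in PDAC than in normal and benign pancreas under 8 ways of processing the same arrays, on a log scale. The lower calls range from 4 with slide as a fixed block to 15104 with the 75th percentile and all lncRNAs, and only spike-in scaling and the fixed block give more higher than lower calls.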

Of the lncRNAs profiled, the expression of 126 were significantly increased and 260 were decreased in the tumors (false discovery rate (FDR) *p* < 0.05; Fold change two-fold). The volcano plot generated shows all differentially expressed lncRNAs between the normal-benign and PDAC patient sample groups (Figure 1A). 

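Over all 56220 probes the median log2 fold change of PDAC against normal-benign pancreas was -0.67, whereas it was -0.05 over the probes well above background on all arrays. The called lncRNAs that were well above background on at least 50% of the arrays of each of the 3 groups numbered 147 higher and 692 lower. The volcano plot has a threshold of p under 0.01, and its legend does not say whether that p was adjusted. At an adjusted p under 0.01, 434 lncRNAs were higher and 14978 lower. The methods' t-test with the same adjustment at 0.05 gave 473 higher and 15096 lower.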

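The 3 groups were fitted together with limma, and a lncRNA was counted as sequential when benign pancreas differed from normal pancreas and PDAC differed from benign pancreas in the same direction, each at an adjusted p under 0.05. By this rule 60 lncRNAs rose and 77 fell from normal to benign to PDAC. Of these, 60 and 63 were well above background on at least 50% of the arrays of a group. TCONS_00012350 fell in both steps, by a log2 fold change of -4.44 from normal to benign pancreas (adjusted p = 0.0245 from limma) and -2.77 from benign pancreas to PDAC (adjusted p = 0.00678 from limma). The counts depended on the scaling and on how related arrays were treated. Under spike-in scaling 1353 lncRNAs rose and 10 fell. When normal RNAs bought under one supplier and catalogue number were averaged, which left 3 normal samples in place of 8, 10 lncRNAs rose and 1 fell. When slide was a random block, 1 rose and 0 fell in limma, compared with 23 and 109 when both steps were taken at an unadjusted p under 0.05. In the authors' deposited table 14 rose and 98 fell, of which 12 and 5 were among those counted from the processed signal.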

The expression of several lncRNA’s sequentially increased or decreased in the PDAC to normal-benign pancreas comparison. Differentially expressed lncRNAs were ranked based on the –log(p) × Fold Change and the top 10 ranked lncRNAs are presented in Table 1. 

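The ranking was recomputed as -log10 of the adjusted p times the absolute fold change, and 9 of the 10 lncRNAs of Table 1 were called in the direction the table gives. ENST00000543206 and ENST00000536141 ranked 1 and 2, with log2 fold changes of -5.06 (standard error 1.01, adjusted p = 1.46e-05 from limma) and -5.03 (standard error 1.01, adjusted p = 1.64e-05 from limma). Each was well above background on all 8 normal and all 15 benign arrays but on only 15 of the 25 PDAC arrays, so the size of the fall was limited by background there. Raised to the lowest signal well above background of their array, the values gave 22.3-fold and 21.4-fold lower levels in PDAC. TCONS_00012350 ranked 7 and was well above background on all 48 arrays. It had a log2 signal relative to the 75th percentile of 2.95 ± 0.97 (SD, n = 8) in normal pancreas, -1.49 ± 3.67 (SD, n = 15) in benign pancreas and -4.25 ± 2.86 (SD, n = 25) in PDAC. ENST00000558097 ranked 8, with a log2 fold change of -4.13, and was well above background on 13 PDAC arrays.

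Among the higher lncRNAs of the table, ENST00000407852 ranked 24 and rose from -4.24 ± 0.57 (SD, n = 8) in normal pancreas and -4.70 ± 0.60 (SD, n = 15) in benign pancreas to -1.97 ± 0.95 (SD, n = 25) in PDAC (log2 fold change 2.57, standard error 0.23, adjusted p = 1.08e-10 from limma). The log2 fold changes of TCONS_00022114, ENST00000452840 and ENST00000415104 were 2.05, 1.92 and 1.75, and they ranked 101, 139 and 154. In all 3, benign pancreas did not differ from normal pancreas in limma (adjusted p between 0.653 and 0.961). NCRNA00265 has 4 probes that disagreed. Its brightest probe had a log2 fold change of -0.25 (standard error 0.15, adjusted p = 0.123 from limma), while its dimmest had one of 3.02. That probe was well above background on 24 of 25 PDAC arrays but on only 3 of 8 normal and 3 of 15 benign arrays, so the size of its change is limited by background, and raising values below a common floor gave 1.35. The first 10 ranks were all held by lncRNAs lower in PDAC, among them TCONS_00004647, ENST00000432658, LOC389023, TCONS_00011426, TCONS_00020419 and TCONS_00011425. With slide as a fixed block, 0 of the 10 lncRNAs of Table 1 were called in limma, and at an unadjusted p under 0.05 there were 0 that changed in the direction of the table and 1 in the opposite direction.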

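The HNRNPU processed transcript is listed on the array as NCRNA00201 and has 2 probes. The brighter one was well above background on 6 of 8 normal, all 15 benign and all 25 PDAC arrays. It was higher in PDAC than in normal-benign pancreas by a log2 fold change of 2.44 (standard error 0.31, adjusted p = 2.28e-08 from limma), which is 5.41-fold, and a permutation test of 100000 resamples gave a two-sided p of 1e-05, the smallest those resamples can give. With this change NCRNA00201 ranked 53 among the 24089 lncRNAs by the product of -log10 of the adjusted p and the fold change. It ranked 43 when lncRNAs that were not well above background were left out and 3 in the authors' deposited table. The rank moved most with slide as a fixed block, to 8109. The second probe of NCRNA00201, well above background on 46 of the 48 arrays, had a log2 fold change of 0.04 (standard error 0.21, adjusted p = 0.875 from limma over all probes).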

HNRNPU processed transcript was of particular interest as it was one of the top four differentially expressed lncRNAs. 

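NCRNA00201, measured by its brighter probe, had a log2 signal relative to the 75th percentile of -5.04 ± 1.31 (SD, n = 8) in normal pancreas, -2.69 ± 0.46 (SD, n = 15) in benign pancreas and -1.07 ± 0.69 (SD, n = 25) in PDAC. In the 3-group limma fit, PDAC exceeded normal pancreas by a log2 fold change of 3.97 (standard error 0.31, adjusted p = 7.3e-13). All 25 PDAC arrays lay above all 8 normal arrays (exact permutation test, two-sided p = 7.2e-08, the smallest that 8 arrays against 25 allow). Benign pancreas exceeded normal pancreas by 2.35 (standard error 0.34, adjusted p = 4.42e-06 from limma), with a two-sided p of 4.1e-06 from an exact permutation test. PDAC exceeded benign pancreas by 1.62 (standard error 0.25, adjusted p = 2.03e-06 from limma), 22 of 25 PDAC arrays lay above the highest benign array, and the permutation test gave the smallest p its 100000 resamples allow, 1e-05. Of the other scalings, spike-in scaling moved these 3 log2 fold changes most, to 5.98, 3.74 and 2.24.

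The values also followed the slides. The benign means were -2.96 on slide 2 and -2.38 on slide 3, and the PDAC means on slides 4, 5, 6 and 7 were -0.98, -0.67, -1.54 and -1.05. The PDAC array that shared slide 3 with benign arrays had -3.04, below all 7 benign arrays of that slide, which ranged from -2.99 to -1.89. With slide as a fixed block the log2 fold change of PDAC against benign pancreas was therefore -0.66 (standard error 0.75, adjusted p = 0.999 from limma). As a random block, slide left a log2 fold change of 1.34 (adjusted p = 0.00399 from limma). The 2 CP arrays on slide 5 had -0.87 and -0.74. From the microarray comparison of the groups (Figure 1B), the paper states that expression of the transcript increased in PDAC over normal and benign pancreas.

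**Figure D2:**
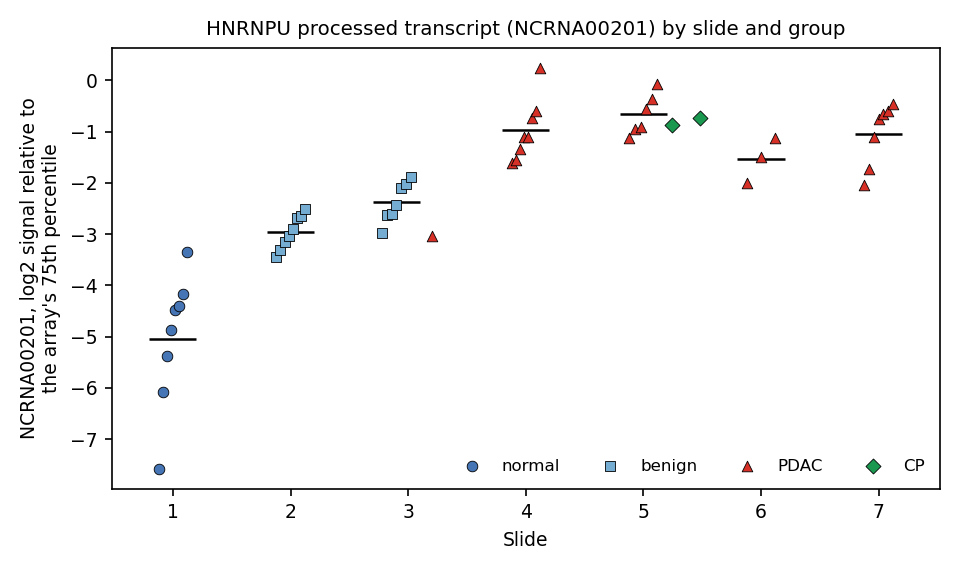
NCRNA00201 on each array, as the log2 signal relative to the 75th percentile of the array, by slide. Circles are normal, squares benign, triangles PDAC and diamonds chronic pancreatitis (CP) arrays, and bars are means of groups of at least 3 arrays on a slide. The PDAC array on slide 3 sits at -3.04, with the benign arrays, and the CP arrays on slide 5 sit at -0.87 and -0.74, among the PDAC arrays.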

The expression of the HNRNPU processed transcript significantly increased in the PDAC compared to the normal and benign specimens (Figure 1B). qPCR confirmation of the array data held for the normal versus tumor (*p* < 0.001), normal versus benign (*p* < 0.05), and for the tumor versus normal-benign (*p* < 0.01) comparisons but not for the benign versus tumor comparison (*p* > 0.05). Data mining of publically available gene profiling results further showed that HNRNPU processed transcript lncRNA expression is increased in patients with poor prognosis compared to those with good prognosis [15] (Figure 1C). We also mined the most recent version of the TCGA metadata for PDAC to determine if HNRNPU processed transcript correlated with patient survival, however the result was not statistically significant.

### 2.2. HNRNPU Processed Transcript Expression Is Increased in Pancreatic Cancer Cell Lines

In order to perform functional analyses, the expression of HNRNPU processed transcript was determined in pancreatic cancer cell lines. The expression of HNRNPU processed transcript was three- to four-fold higher in several of the PDAC cell lines compared to the normal pancreatic epithelial cells (Figure 2A). The two PDAC cell lines with the highest expression of HNRNPU processed transcript, Patu-T and PL45, were used for the remainder of the study. PL45 was derived from a primary, poorly differentiated PDAC. The cell line has the G12D KRAS mutation and a codon 225 p53 mutation. Patu-T is derived from a well differentiated liver metastasis of a PDAC. It has the KRAS G12V mutation and a missense mutation in p53. To evaluate a functional role of HNRNPU processed transcript in PDAC, its expression was inhibited using LNA gapmers. As the location of many lncRNAs is nuclear, we used LNA gapmers instead of siRNA, as gapmers are functional in the nucleus as well as the cytoplasm. Successful RNA knockdown was achieved; LNA gapmers reduced the HNRNPU processed transcript expression by 90% and 83% in Patu-T and PL45 cells, respectively (Figure 2B). HNRNPU processed transcript knockdown reduced cell proliferation by 42% in Patu-T cells and 68% in PL45 cells (Figure 2C).

Next, we determined whether HNRNPU processed transcript knockdown could inhibit in vitro cell migration and invasion. Patu-T cells were transfected with lncRNA gapmer under the identical conditions shown to suppress HNRNPU processed transcript expression. Negative control gapmer was used as a control for both the assays. Wound healing was significantly reduced in Patu-T cells after lncRNA knockdown (Figure 3A,B). In addition, cell invasiveness was also significantly reduced following lncRNA knockdown (Figure 3C,D). 

### 2.3. HNRNPU Processed Transcript Expression Is Regulated by HNRNPU Protein Coding Gene

HNRNPU is a protein coding gene that belongs to the class of heterogenous ribonucleoprotein RNA binding proteins. The HNRNPU processed transcript gene is located about 4 kbp adjacent to HNRNPU; HNRNPU processed transcript lies antisense to the COX20/FAM36A gene (Figure 4A). In an effort to link HNRNPU to HNRNPU processed transcript, the HNRNPU processed transcript expression was determined after knocking down the HNRNPU mRNA using siRNA. Successful knockdown of HNRNPU (Figure 4B) correlated with a 55% reduction in the HNRNPU processed transcript expression in both PL45 and Patu-T cells (Figure 4C). These data suggest that the RNA binding protein directly or indirectly regulates the expression of HNRNPU processed transcript. Since a reduction in HNRNPU mRNA positively correlated with a decrease in the HNRNPU processed transcript, we next asked if reduction in HNRNPU expression also reduced proliferation. Similar to the HNRNPU processed transcript knockdown experiment, HNRNPU inhibition reduced Patu-T and PL45 cell proliferation by approximately 60% and 53%, respectively (Figure 4D). The HNRNPU mRNA was measured in both Patu-T and PL45 cells following inhibition of HNRNPU processed transcript but no significant change in the HNRNPU mRNA was observed (FC, gapmer/control = 1.3, *p* = 0.48 for Patu-T cells and FC, gapmer/control = 0.64, *p* = 0.06 for PL45 cells). Since the HNRNPU processed transcript gene lies antisense to COX20 (Figure 4A), we also measured COX20 mRNA in both the HNRNPU processed transcript and HNRNPU knockdown experiments. However, COX20 levels were unchanged with knockdown of either genes (FC, gapmer/control = 0.94, *p* = 0.65 for Patu-T cells and FC, gapmer/control = 1.06, *p* = 0.64 for PL45 cells). 

## 3. Discussion

An increasing number of novel lncRNA transcripts have been reported, highlighting the important role of lncRNAs in cell biology, development, and disease [16,17]. LncRNAs continue to generate interest in the field of oncology due to their functional involvement in regulating cancer growth and malignant transformation [18,19,20]. We report here a completely unexplored lncRNA in cancer, which is increased in human PDAC tissues and PDAC cell lines. 

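On the array, the accession of NCRNA00201 is that of a non-coding RefSeq transcript, which the table of RefSeq genes used here (GRCh38.p14) does not list under any gene. That table gives HNRNPU and COX20 (listed on the array under its older symbol FAM36A) as neighbours on chromosome 1, with 0 other genes of the table starting between them. Both were well above background on all 48 arrays of normal, benign and PDAC pancreas. By its brighter probe, HNRNPU had a median log2 signal relative to the 75th percentile of 1.24 in normal, 1.36 in benign and 1.27 in PDAC specimens, and its range in PDAC was from 0.58 to 2.22. COX20 had medians of -0.82, -0.99 and -1.71. The limma log2 fold change of PDAC against normal-benign pancreas was -0.08 for HNRNPU (adjusted p = 0.509 over all probes) and -0.71 for COX20 (adjusted p = 2.98e-06 over all probes), and under spike-in scaling these became 1.02 and 0.39. The 2 probes of each gene disagreed in direction, since the dimmer one gave 0.36 for HNRNPU (adjusted p = 0.0374 from limma over all probes) and 0.57 for COX20 (adjusted p = 0.0136 from limma over all probes).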

HNRNPU processed transcript, also known as C1orf199/ncRNA00201, is a processed transcript of the HNRNPU gene located on chromosome 1q44. LncRNAs are denoted as processed transcripts when they do not retain the intronic sequences of protein coding genes and lack an open reading frame. While we are unaware of the mechanism by which HNRNPU processed transcript is transcribed from the HNRNPU transcript, it is clear from the genomic map that both the processed and protein coding transcripts do not overlap with each other and would thus presumably behave differently (Figure 4A). To further confirm a lack of coding potential of HNRNPU processed transcript, we used the coding potential calculator (CPC) program [21]. This program provided a coding potential score of −0.98372 which is considered a weak protein coding potential. HNRNPU belongs to the class of RNA binding proteins which has been shown to regulate pre-mRNA processing in the nucleus [22]. Apart from processing, they also play a role in mRNA metabolism and transport [23]. HNRNPU directly binds to WT1 lncRNA and thereby modulates its transcriptional activation [24]. Another study showed that lncRNA FIRRE interacts directly with HNRNPU through a 156-bp repeating domain, enabling the lncRNA to maintain its multichromosomal nuclear interactions [25].

One means of increasing lncRNA expression in cancer is the stabilization of the ncRNA following direct binding to RNA binding proteins [26]. For example, HuR RNA binding protein stabilizes the expression of Neat1 lncRNA in ovarian cancer tissues through direct binding [27]. One mechanism by which RNA binding proteins may protect the lncRNA transcript from degradation is to shuttle the lncRNA between nucleus and cytoplasm offering protection from nuclease degradation [28,29]. We show here that siRNA knockdown of the HNRNPU protein coding mRNA results in reduction of its processed lncRNA transcript (i.e., HNRNPU processed transcript). This implies that the HNRNPU RNA binding protein interacts with HNRNPU processed transcript, preventing it from cellular degradation. 

Knockdown of HNRNPU processed transcript using LNA gapmers decreased cell proliferation, migration, and invasion of Patu-T pancreatic cell line, suggesting HNRNPU processed transcript plays a role in cell proliferation and invasion. In conclusion, we present that HNRNPU processed transcript lncRNA is upregulated in PDAC tissues and cell lines, and regulates in vitro proliferation, invasion, and migration.

## 4. Materials and Methods 

### 4.1. Patient Tissue Specimens

A total of 15 adjacent benign tissues and 24 flash frozen primary PDAC tissues were collected from patients who underwent surgical resection at the University of Oklahoma Health Sciences Center under an approved protocol from the institution’s IRB. Specimens were separated into tumor and benign tissues under the supervision of a pathologist. Eight normal pancreas tissues were acquired from various suppliers obtained from subjects that expired from causes other than pancreatic cancer. RNA isolation was carried out from the flash frozen tissues by pulverization method using Trizol method (Thermo Scientific, Waltham, MA, USA). RNA samples with RNA integrity number (RIN) of 6.0 or higher was used for analysis. Patient demographics were previously listed in Jiang et al., [11].

### 4.2. Microarray Data Processing and Analysis

A 54,000 gene expression Agilent array (Agilent, Santa Clara, CA, USA- MicroArray Design ID 041648) containing probes for 22,875 lncRNA transcripts was used in the study. To determine the most significantly expressed lncRNAs, the expression values were converted to Log_2_ (fold change tumor/normal pancreas) and the Log_2_ (fold change) are compared to *p*-values using a volcano plot. Dots represent mean independent biological replicates for a given lncRNA. A threshold of *p* < 0.01 and fold change greater than two-fold was applied to determine significance; and −Log (*p*) × Fold Change calculation was used to identify lncRNAs with increased and decreased expression levels. All raw gene expression data are presented at GEO profile GSE91035.

### 4.3. Cell Culture and Treatments

Human pancreatic cancer cell lines Panc1, MiaPaCa-2, BxPC3, and PL45 were obtained from American Type Culture Collection (Manassas, VA, USA) or from other investigators. The HPDE cell line was obtained from Dr. Ming-Sound Tsao, Ontario Cancer Institute, Toronto, Ontario. HPDE cells were maintained in keratinocyte medium containing bovine pituitary extract and human rEGF (Invitrogen, Waltham, MA, USA) at 30 µg/mL and 0.2 ng/mL concentrations respectively. HPNE cells were obtained from Dr. Michel Ouellette at University of Nebraska. Patu-T pancreatic cancer cells were generously provided to us by Dr. Irma Van Die at Department of Molecular Cell Biology and Immunology, VU University Medical Centre, Amsterdam, The Netherlands. Patu-T, Panc-1, MiaPaCa-2, and PL45 cells were maintained in Dulbecco’s modified eagle’s medium (ATCC) supplemented with 10% fetal bovine serum (Sigma Aldrich, St. Louis, MO, USA). All the cell lines were successfully authenticated as previously mentioned [11].

The siRNAs targeting the HNRNPU gene and the negative control were purchased from Thermo Scientific (Waltham, MA, USA). LncRNA gapmers targeting HNRNPU processed transcript was custom prepared as LNA gapmers (Exiqon, Vedbaek, Denmark). The sequences for the four LNA gapmers used during the study are: negative control A: 5′-AACACGTCTATACGC-3′; HNRNPU processed transcript_GP1: 5′-GTAGTAGTCATCTGTA-3′; HNRNPU processed transcript_GP2: 5′-AAGTTAGCGGCAGATC-3′; and HNRNPU processed transcript_GP3: 5′-GCACAGAAATCGAGCA-3′. For the LncRNA knockdown evaluation, Patu-T and PL45 cells were plated at a seeding density of 1.5 × 10^5^ and 2 × 10^5^ cells, respectively. The cells were then transfected with 100 nM of LNA gapmers using Lipofectamine 3000 and incubated for 48 h. RNA isolation was then carried out using RNAeasy kit (Qiagen, Germantown, MD, USA) HNRNPU siRNA transfections were carried out at 50 nM siRNA concentrations in Patu-T and PL45 cells with the same conditions mentioned earlier.

### 4.4. qPCR

cDNA was generated from patient and cell culture samples using random primers and superscript II reverse transcriptase enzyme (Thermo Scientific, Waltham, MA, USA). qPCR for the HNRNPU processed transcript was performed using gene specific RT primers as previously described [30]. 18S rRNA was used as the reference gene and data were analyzed using the 2^−ΔCT^ method. 

### 4.5. Cell Proliferation Assay

PL45 and Patu-T cells were plated at a seeding density of 4000 and 2500 cells per well, respectively. One hundred nM oligo was transfected into the cells the following day and incubated for 96 h. Cell proliferation was evaluated using a WST1 assay (Roche, Indianapolis, IN, USA).

### 4.6. Migration and Invasion Assay

Invasion and migration assays were carried out on Patu-T cells using 24 cell well invasion assays, basement membrane (Cell Biolabs Inc., San Diego, CA, USA) and culture inserts 2 well in µ-Dish 35 mm (Ibidi, Fitchburg, WI, USA). The cells were transfected in a similar manner to the knockdown experiment and incubated for 48 h. Cells were trypsinized and resuspended at two different concentrations 3 × 10 ^5^ cells/ mL and 1 × 10 ^6^ cells/ mL for migration and invasion assay, respectively. The two assays were performed according to the manufacturer’s protocol. 

### 4.7. Statistical Analysis

Error bars presented on all graphs are standard deviation of the mean. All two sample comparisons were performed using a two-tailed Student’s *t*-test. Tukey’s test was performed using GraphPad Prism software (La Jolla, CA, USA). The equation −log (*p*) × FC was used to rank the most significant, differentially expressed lncRNA; where *p* is the FDR *p*-value and FC is the absolute value of the fold change. *p*-values were FDR corrected using the Benjamini & Hochberg approach [31] using R. Gene omnibus data set GSE42952 was mined to examine the correlation between ncRNA00201 expression and patient prognosis. As described in [15], a good prognosis was defined as overall survival and disease-free survival >50 months and a bad prognosis as overall survival <19 months and disease-free survival <7 months.

## Figures and Tables

**Figure 1:**
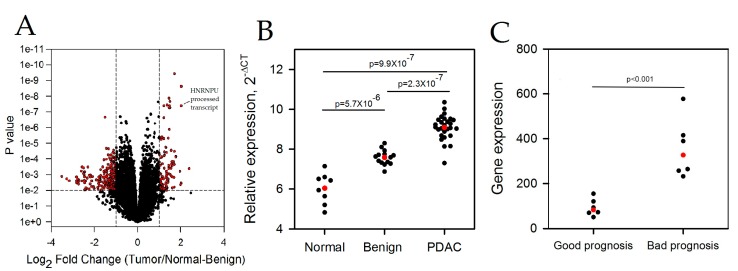
(**A**) Expression values of 22,875 lncRNAs in the PDAC and normal-benign pancreas were converted to Log_2_ (fold change) and were compared to *p*-values using a volcano plot. A threshold of *p* < 0.01 and fold change greater than two-fold (red symbols) was applied to determine statistical significance. The data for heterogeneous nuclear ribonucleoprotein U (HNRNPU) processed transcript is highlighted. (**B**) Expression of the HNRNPU processed transcript expression in PDAC, adjacent benign tissue and normal pancreas from the cDNA microarray. All three comparisons (normal vs. benign; normal vs. tumor and benign vs. tumor) were significant at *p* < 0.001 (Tukey’s multiple comparison test). (**C**) Data from Gene expression omnibus (GEO) profile GSE42952 were mined to present the HNRNPU processed transcript expression in those PDAC patients with good or poor prognosis. Red symbols, median values.

**Figure 2:**
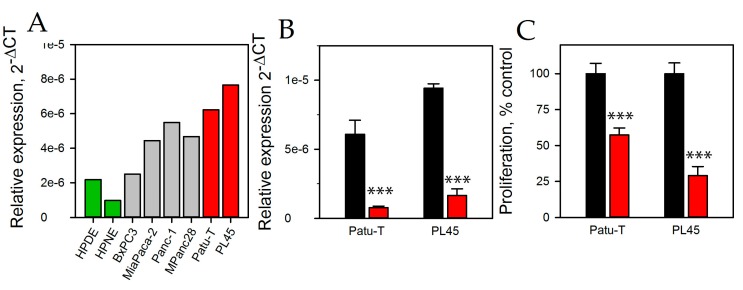
(**A**) qPCR was used to determine the relative expression of HNRNPU processed transcript in immortalized pancreas epithelial cell lines (green bars) and PDAC cell lines (grey and red bars). Patu-T and PL45 cells (red bars) were used in the remainder of the study. (**B**) Relative expression of HNRNPU processed transcript as determined by qPCR in Patu-T and PL45 cells following a 48 h exposure of 100 nM of control LNA^TM^ gapmer (black bars) or LNA gapmer to HNRNPU processed transcript (red bars). Data were normalized to 18 S rRNA. (**C**) Cell proliferation was determined using a WST1 assay in Patu-T and PL45 cells following a 48 h exposure of 100 nM of control LNA gapmer (black bars) or LNA gapmer to HNRNPU processed transcript (red bars). *** *p* < 0.001.

**Figure 3:**
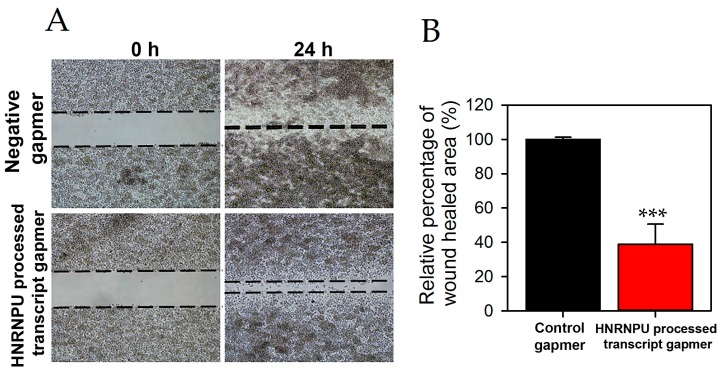

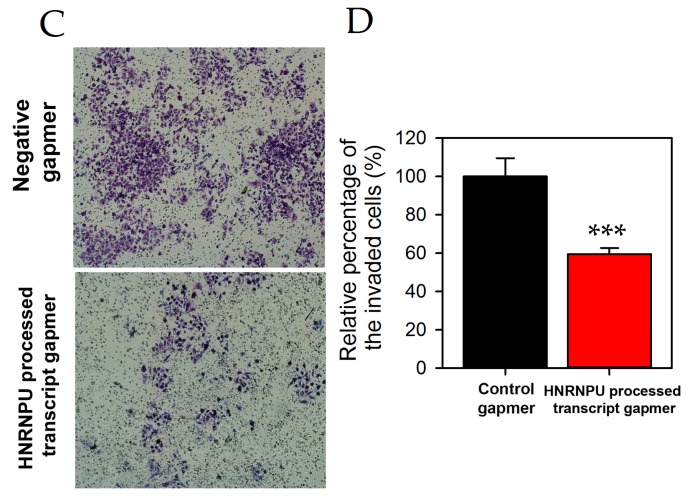
Patu-T cells were treated with 100 nM control or HNRNPU processed transcript gapmer. (**A**,**B**) Cell migration assay was measured at time zero or 24 h later as described in Materials and Methods. Wound healed area determined from 4 × magnification images. (**C**,**D**). Boyden chamber invasion assays were conducted with control and HNRNPU processed transcript gapmer transfected Patu-T cells. The number of the invading cells was determined from five different fields for each experiment. *** *p* < 0.001.

**Figure 4:**
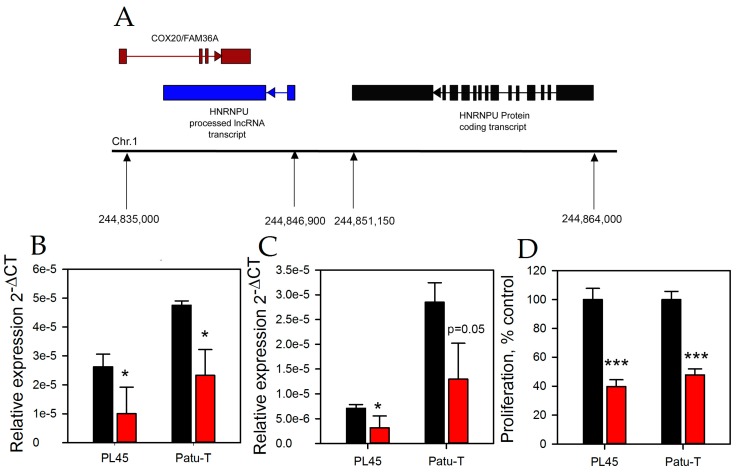
(**A**) Map of genomic location of the HNRNPU processed transcript lncRNA and HNRNPU and COX20/FAM36A protein coding genes. (**B**) Patu-T and PL45 cells were exposed to 50 nM of HNRNPU siRNA (red bars) or control oligo (black bars) for 48 h. The expression of HNRNPU protein coding gene relative to 18S rRNA was determined by qPCR. (**C**) Patu-T and PL45 cells were exposed to 50 nM of HNRNPU siRNA (red bars) or control oligo (black bars) for 96 h and the expression of HNRNPU processed transcript relative to 18S rRNA was deterined by qPCR. (**D**) Cell proliferation was measured using a WST1 assay in the cell lines treated with HNRNPU siRNA (red bars) or control oligo (black bars) for 96 h. * *p* < 0.05, *** *p* < 0.001.

**Table 1:** Most significant, differentially expressed lncRNAs.

Gene Symbol	Fold Change	FDR	−log(*p*) × Fold Change
ENST00000407852	4.09	2.37 × 10^−9^	35.2
TCONS_00012350	−11.4	0.001301	32.9
NCRNA00265	3.27	3.63 × 10^−10^	30.9
NCRNA00201	4.08	4.03 × 10^−8^	30.1
ENST00000536141	−9.73	0.001841	26.6
ENST00000543206	−8.94	0.002479	23.3
ENST00000452840	2.83	2.20 × 10^−8^	21.7
TCONS_00022114	2.75	1.32 × 10^−8^	21.7
ENST00000558097	−5.94	0.000323	20.7
ENST00000415104	2.80	4.03 × 10^−8^	20.7

How the deposited data were processed for this re-analysis (not part of the article)

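The samples were 8 normal pancreas RNAs, 15 benign pancreas tissues adjacent to a tumor, 25 PDAC tissues and 2 CP tissues, each hybridised to 1 array of the same 1-colour Agilent design on 7 slides. The authors deposited the output of Agilent's Feature Extraction software for each array, in intensity units and without normalization between arrays, and a table of log2 values that they had normalized between arrays. The paper's text does not name the normalization. The table's arrays have nearly the same distribution (5th percentiles between 4.49 and 4.55, 95th percentiles between 10.60 and 10.68), and its values rank within each array as the median spot signal minus the local background does. The processed signal, which the software corrects for background and spatial trends and replaces by a small positive value near background, was used for the results, and the median spot and background signals and the deposited table for alternatives. All measured columns were assigned to a sample, and 0 were left unused.

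The log2 of the processed signal was taken for the non-control spots, spots flagged as outliers were left out, and the spots of one probe were averaged, which left 528 values empty. Each array was scaled by subtracting the 75th percentile of the spots well above background on all 50 arrays. This population of spots was chosen because fewer than 50% of the spots of the median array were well above background, before any test was run. No depth in counts exists for arrays, and their number and the signal over background limit the precision. The lncRNA set was settled from the annotation, also before any test was run. Of 2412 catalogue probes with a non-coding RefSeq accession, 1884 were found in the RefSeq table, and those of lncRNAs and antisense RNAs were kept.

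Comparisons were made with limma version 3.58.1 in R version 4.3.3 (data.table version 1.17.8), with lmFit and eBayes. PDAC was compared with normal and benign pancreas as 2 groups, and normal, benign and PDAC were compared in 1 fit with 3 groups. CP was compared with the normal and benign arrays, weighted by their numbers, in a fit with 4 groups. A lncRNA was called at a Benjamini-Hochberg adjusted p under 0.05 over the lncRNAs and a fold change of at least 2. Genes other than lncRNAs were adjusted over all probes. Permutation tests and correlations were run in Python version 3.11.15 with numpy version 2.4.6, pandas version 2.3.3, scipy version 1.17.1 and statsmodels version 0.14.6, with 100000 resamples where both groups had at least 10 arrays and all splits otherwise, and all were two-sided. Plots were drawn with matplotlib version 3.10.9. The seed was 20170.

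The genes named were chosen by a rule written before the data were examined: the lncRNAs of Table 1, HNRNPU and COX20, the lncRNAs that the introduction names in PDAC (H19, HOTAIR and MALAT1), the 10 lncRNAs with the highest product of -log10 of the adjusted p and the fold change, and the 5 higher and 5 lower other genes with the highest product. Marker genes of acinar, islet, ductal or tumor, stromal and immune cells were listed before the data were examined and used as lists.

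Alternatives were normexp background correction (offset 50) with quantile normalization, quantile normalization of the processed signal, scaling to the spike-in spots (350 spots per array), the deposited table, a filter on probes well above background, slide as a random block (duplicateCorrelation) or a fixed block, averaging of normal RNAs of one supplier and catalogue number, array weights, every probe on its own, the methods' t-test, an adjusted p under 0.01, adjustment over all probes, the ratio of arithmetic means, and leaving out each CP array. The fit was tested on simulated data in which 200 of 24089 lncRNAs changed by a log2 step of 1.5 from normal to benign and again to PDAC. Of these, 185 (92.5%) were called between PDAC and normal-benign with 3 calls among the unchanged lncRNAs, and 89 (44.5%) were counted as sequential with 0 among the unchanged. The 200 were drawn from lncRNAs well above background on at least 50% of the arrays of a group. The simulated arrays had no slide effect, unequal brightness or background limit, so these counts do not measure false calls in the real data. Quantitative PCR, cell line experiments and the prognosis and survival data of other cohorts were not analysed here.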

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

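The outlying array and the CP comparison were sought by rules set before the data were examined, and the tests of slide for NCRNA00201, which are used to weigh the CP comparison, were chosen only after its values by slide were seen.

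TCONS_00022114 had 1 normal array far from the other 7. Normal replicate 4 had a log2 signal relative to the 75th percentile of -7.02 and the nearest array -5.60, a gap of 0.588 of the whole range, above Dixon's 95% critical value for 8 arrays. The normal arrays were checked for 31 genes and this was the 1 gene with such a gap, while chance gives about 1 in 20. The probe was well above background on 6 of the 8 normal arrays, so low values there are limited by background. No technical or biological explanation was tested for this array.

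NCRNA00201 was higher on the 2 CP arrays, which the paper does not report on, than on the normal and benign arrays. The log2 fold change was 2.705 (standard error 0.558, adjusted p = 0.0121 from limma with Benjamini-Hochberg adjustment), the 2 arrays had -0.87 and -0.74, and both lay above all 23 normal and benign arrays, the highest of which had -1.89. The adjusted p was 0.11 and 0.191 when 1 of the 2 CP arrays was left out, so the call rests on both arrays, and 0.12 with slide as a random block. In the same fit 8976 lncRNAs were called between CP and normal-benign pancreas. Both CP arrays were on slide 5, whose PDAC arrays had a mean of -0.67, and were as bright as PDAC arrays (75th percentiles between 1597 and 1728 intensity units). The log2 fold change of PDAC against benign pancreas was -0.655 in a fit with slide as a fixed block, because the PDAC array on slide 3 lay with the benign arrays of that slide, so slide and disease cannot be told apart for NCRNA00201. CP and benign pancreas share no slide. The value in CP could therefore reflect its slide, its brightness or the disease, and these stay open. CP was not shown to differ from PDAC in NCRNA00201, a difference that was not tested.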

How the results depend on the processing

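The 75th percentile over all probes, the common floor, the lncRNA set without the accession group, and the deposited table with the methods' t-test were chosen after seeing the data, the last after the fits were seen, as were the counts at an unadjusted p, and all other alternatives were set before the data were examined.

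Of 178 values of 11 results under alternatives, 124 kept their direction and their side of the threshold or, for counts, stayed within 1.5 times, 49 moved, 3 became weaker and 2 reversed. The cause was not tested unless a sentence gives it. The t-test and a change of adjustment, threshold or lncRNA set cannot move the log2 fold change of a probe. The deposited table also enters more than once, so the values are not independent checks. Without the fixed block, the log2 fold change of NCRNA00201 stayed past the threshold in PDAC against normal-benign pancreas (18 alternatives, 1.61 to 3.54, adjusted p between 4.74e-11 and 0.000339), PDAC against normal (14 alternatives, 2.28 to 5.98, 6.65e-16 to 1.95e-06), PDAC against benign (14 alternatives, 1.25 to 2.24, 1.04e-08 to 0.00399) and benign against normal (14 alternatives, 1.03 to 3.74, 7.63e-08 to 0.00984), all from limma or, for the t-test alternatives, the t-test, with Benjamini-Hochberg adjustment.

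With slide as a fixed block the log2 fold change of NCRNA00201 reversed to -0.655 against normal-benign and to -0.655 against benign pancreas (adjusted p = 0.999), and it ranked 8109. In that fit 29 lncRNAs were higher, 4 were lower, and 0 of the Table 1 lncRNAs were called. By construction the comparison then rests on the 1 PDAC array that shares a slide with benign arrays. The fixed block could give no value for benign against normal, PDAC against normal, the sequential counts or CP. With slide as a random block (correlation within slides 0.179 with 2 groups and 0.160 with 3), 257 lncRNAs were higher, NCRNA00201 ranked 33, 1 lncRNA rose and 0 fell (23 and 109 at an unadjusted p), and CP against normal-benign fell short of the threshold at 2.312 (adjusted p = 0.12). Over the 10 alternatives for CP the log2 fold change was between 1.79 and 4.09 and the adjusted p between 8.92e-05 and 0.12, and leaving out each CP array in turn gave 2.644 to 2.765 (adjusted p = 0.191 and 0.11), with 1 array assumed to vary like the other groups.

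The scaling changed the counts. The normexp correction used the median spot signal, because that is the column used here, and gave 51 higher and 126 lower, rank 2 and 8 rising. Quantile normalization gave 962 higher, 1256 lower, rank 34 and 132 falling. Spike-in scaling gave 3085 higher, 247 lower, rank 7, 1353 rising and 10 falling. The deposited table gave 145 higher, 283 lower, rank 3 and 14 rising. The median log2 fold change of all probes was -0.67 with the 75th percentile, -0.75 with the percentile over all probes, 0.44 with spike-in scaling, -0.06 with quantile normalization, -0.01 with normexp and -0.02 in the deposited table. The share of calls that were higher was 3.05%, 2.37%, 92.6%, 43.4%, 28.8% and 33.9%, so a majority of higher calls was found with spike-in scaling alone among these 6.

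Other choices moved some counts. Testing probes well above background gave 1138 lower and 133 falling, where fewer lncRNAs were tested. Averaging normal RNAs of one catalogue number left 10 rising and 1 falling, with 3 normal samples in place of 8. Array weights gave rank 295, 130 rising and 246 falling, and the ratio of arithmetic means gave rank 197. An adjusted p under 0.01 left 12 rising and 4 falling, and adjustment over all probes gave 167 falling. Of the alternatives chosen after seeing the data, the percentile over all probes gave 36 rising and 427 falling, and the floor gave 119 higher, 248 lower, rank 3, 2 rising and 0 falling in limma (75 and 240 at an unadjusted p). The deposited table with the methods' t-test gave 143 higher, 280 lower and rank 3, and with an adjusted p under 0.01 it gave 121 higher, 239 lower and rank 3.

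For the 30 genes named one by one, 165 of 179 values kept their direction and side of the threshold, 5 became weaker, 1 stronger and 8 reversed. Spike-in scaling, which itself shifts all genes, reversed 5, to 0.156 for H19, 0.860 for NCRNA00265, 1.023 for HNRNPU, 0.395 for FAM36A (COX20) and 0.618 for HOTAIR. HOTAIR, which was well above background on 4 PDAC arrays and on no normal or benign array, passed the threshold in none of these, and its values are differences near background in place of fold changes. It also reversed to 0.101 with normexp, 0.643 with quantile normalization and 0.185 in the deposited table. Signal over background limits the lower calls, 13949 of which came from lncRNAs not well above background on at least 50% of the arrays of any group.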

Differences from the paper's values

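The 75th percentile over all probes, the common floor, the lncRNA set without the accession group and the deposited table with the methods' t-test were chosen after seeing the data, and all other alternatives were set before the data were examined.

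The paper reports 126 lncRNAs higher and 260 lower in PDAC, and 475 and 15104 were found here. Of the alternatives set beforehand, the deposited table came within 1.5 times of both (145 and 283) and spike-in scaling of the lower count (247), and the others of neither. Chosen after seeing the values, the floor (119 and 248), the deposited table with the t-test (143 and 280) and the same with an adjusted p under 0.01 (121 and 239) came within 1.5 times of both. The paper's rank of NCRNA00201 in Table 1 is 4 and the rank here 53. The deposited table gave 3 and no other alternative set beforehand came within 1.5 times. Chosen after seeing the values, the floor and the deposited table with the t-test also gave 3.

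The paper's fold changes for ENST00000536141 (-9.73), ENST00000543206 (-8.94), TCONS_00022114 (2.75) and ENST00000558097 (-5.94) differ from -32.6, -33.5, 4.15 and -17.6 here. The deposited table gave -9.73, -8.94, 2.75 and -5.94. For the first 2, no other alternative set beforehand was near the paper's value. For TCONS_00022114, normexp (1.9), the random block (3.45) and the ratio of arithmetic means (4.06) also did not differ by the rule used, and for ENST00000558097 spike-in scaling (-8.15) and the ratio of arithmetic means (-4.46) did not. A fold change was taken to differ when the 2 values were more than 1.5 times apart and, for a probe well above background on all arrays, by more than the SD between arrays. TCONS_00012350 (-11.4 in the paper, -19.8 here) was more than 1.5 times apart but within that SD. The floor, chosen after seeing the values, gave -9.03, -9.14, 2.45 and -5.22, and the percentile over all probes, chosen the same way, gave 3.93 for TCONS_00022114.

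For NCRNA00265 the paper gives a fold change of 3.27, an adjusted p of 3.63e-10 and a score of 30.9, and the brightest of its 4 probes gave -1.19, 0.123 (limma with Benjamini-Hochberg adjustment) and 1.08. No alternative with the brightest probe removed the difference. When every probe was counted on its own, an alternative set beforehand, all 10 lncRNAs of Table 1 were called, and the dimmest probe of NCRNA00265 had a fold change of 3.27 in the deposited table.

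The paper's adjusted p-values differ from those of limma with Benjamini-Hochberg adjustment here for the other 9 lncRNAs of Table 1. For ENST00000407852 the paper gives 2.37e-9 and 1.08e-10 was found. The normexp (1.62e-09), quantile (2.35e-09), spike-in (1.86e-09), deposited table (1.77e-09) and averaged normal (1.79e-09) alternatives did not differ. For TCONS_00012350 the paper gives 0.001301 and 3.42e-05 was found. The normexp (0.00129), spike-in (0.00115), deposited table (0.000985) and averaged normal (0.00125) alternatives did not differ. For NCRNA00201 the paper gives 4.03e-8 and 2.28e-08 was found. The t-test (4.48e-08) and adjustment over all probes (2.9e-08) did not differ. For ENST00000536141 the paper gives 0.001841 and 1.64e-05 was found, and for ENST00000543206 0.002479 and 1.46e-05. For both the normexp (0.00262 and 0.00344) and deposited table (0.0014 and 0.00196) did not differ. For ENST00000452840 the paper gives 2.20e-8 and 8.77e-09 was found, for TCONS_00022114 1.32e-8 and 7.88e-09, and for both the t-test (1.67e-08 and 1.56e-08) did not differ. For ENST00000558097 the paper gives 0.000323 and 1.11e-05 was found. The normexp (0.000313), quantile (0.000338) and deposited table (0.000218) did not differ. For ENST00000415104 the paper gives 4.03e-8 and 1.65e-09 was found, and all alternatives set beforehand differed. The deposited table with the t-test, chosen after seeing the values, gave values that did not differ for TCONS_00012350 (0.00127), NCRNA00201 (4.72e-08), ENST00000536141 (0.00179), ENST00000543206 (0.00242), ENST00000452840 (3.05e-08), ENST00000558097 (0.000309) and ENST00000415104 (4.72e-08). Alternatives set beforehand that are not listed for a lncRNA differed.

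The scores of Table 1, which combine the 2 values, differed in 6 more cases. The paper gives 35.2 for ENST00000407852, 32.9 for TCONS_00012350, 26.6 for ENST00000536141, 23.3 for ENST00000543206, 21.7 for TCONS_00022114 and 20.7 for ENST00000558097, and 59.3, 88.5, 156, 162, 33.6 and 87 were found. The deposited table did not differ for any of the 6 (35.8, 34.3, 27.8, 24.2, 22.2 and 21.8), nor did the same table with the t-test, chosen after seeing the values (33.9, 33.1, 26.7, 23.4, 21.2 and 20.9). Of the other alternatives set beforehand, normexp did not differ for ENST00000407852 (24.7), TCONS_00012350 (22.8) and TCONS_00022114 (15.4), quantile normalization for ENST00000407852 (50) and TCONS_00022114 (29.4), and spike-in scaling for TCONS_00012350 (27) and ENST00000558097 (22.7). The random block did not differ for ENST00000536141 (26.7), ENST00000543206 (28.1) and ENST00000558097 (19.9), averaged normals for TCONS_00012350 (32.4) and TCONS_00022114 (28), the ratio of arithmetic means for TCONS_00012350 (35), ENST00000543206 (17.1) and ENST00000558097 (22.1), and the t-test for TCONS_00022114 (32.4). Chosen after seeing the values, the floor did not differ for TCONS_00012350 (28.4), ENST00000543206 (17.7), TCONS_00022114 (18.4) and ENST00000558097 (14.9), and the percentile over all probes for ENST00000407852 (51) and TCONS_00022114 (32.4). All others differed.

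The paper places NCRNA00201 and the other lncRNAs of Table 1 in the 10 leading ranks. Of that list 4 of 10 were among the first 10 ranks here (ENST00000543206, ENST00000536141, TCONS_00012350 and ENST00000558097). The means of NCRNA00201 in Fig. 1B, about 6.0 in normal pancreas, 7.6 in benign pancreas and 9.1 in PDAC, read by eye, did not differ from the deposited table (6.03, 7.58 and 9.07).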

Other observations

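The tests of slide for NCRNA00201, of brightness and marker scores as covariates, and of the second probe's signal were chosen only after the result was seen. So were the relations with the ductal and stromal scores and the count at an unadjusted p. The remaining tests were written before their results were seen.

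For the counts of lncRNAs called in this study's groups, random splits argue against chance assignment of single arrays. These splits ignore slide, which is almost wholly confounded with group. The 48 arrays were split at random into groups of the same sizes, and of 100 splits, the real one included, 1 gave as many higher, 1 as many lower, 1 as many rising and 1 as many falling lncRNAs, the real split each time. Splits that follow a technical measure gave as many higher and lower lncRNAs, and rising and falling lncRNAs were not counted for them. With slide as a random block 1 lncRNA rose and 0 fell. The 25 brightest arrays against the 23 dimmest gave 526 higher and 16343 lower, and 22 of those 25 were PDAC. Slides 4 to 7 against slides 1 to 3 gave 518 and 15488. Brightness and disease cannot be told apart for the higher calls, since the 2 splits share most arrays. In the fit with slide as a fixed block 29 were higher and 4 lower.

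Most lower calls depend on dim probes. Of 15104 lower calls, 13949 were not well above background on at least 50% of the arrays of any group, and raising values below a common floor of -4.83 to it left 248. Between PDAC and benign pancreas alone, 265 lncRNAs were higher and 14048 lower, and with the 75th percentile as a covariate 97 were higher and 34 lower. These values are consistent with unequal brightness acting on dim probes for the lower calls. Among lncRNAs well above background, the same covariate changed 222 higher and 720 lower calls to 269 and 65. As covariates, the acinar score left 86 and 75 there, the ductal or tumor score 66 and 93, and the stromal score 45 and 25. Brightness and tissue composition therefore cannot be told apart for the lower calls well above background. Over all lncRNAs these scores left 2881, 5580 and 3699 lower calls.

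Slide and disease were almost wholly confounded. The 1 PDAC array on slide 3 was placed between the benign (0) and PDAC (1) means of the lncRNAs called without it, and its median position was -0.461 over 1163 lncRNAs, against a median of 1.12 (range -0.32 to 1.61) for the other 24 PDAC arrays and 0.35 (range -0.67 to 0.87) for benign arrays. A candidate explanation other than slide is that the specimen holds little tumor or is mislabelled. Its median position over probes of other genes was -0.196 (the other PDAC arrays had 1.13, range -0.23 to 1.47), and its acinar score of 6.60 was near normal pancreas (7.05 ± 0.45, SD, n = 8) and above the mean of other PDAC arrays (-3.88 ± 5.26, SD, n = 24), though within their range of -9.21 to 7.11. Its ductal or tumor score was -1.64 (other PDAC 1.04 ± 1.76, SD, n = 24) and its stromal score 0.58 (other PDAC 1.58 ± 1.42, SD, n = 24), both within the ranges of the other PDAC arrays (-3.74 to 3.41 and -2.62 to 3.21). The acinar score and the position over other genes go with that explanation, and the ductal or tumor and stromal scores do not decide it. With slide as a fixed block, which rests on this array, COL1A1, POSTN, PPAPDC1A and STRA6 had log2 fold changes of 4.75, 2.89, 2.81 and 1.39. These genes, higher in PDAC as a group, go against it. IFI27, also higher in PDAC, had -1.06 and goes with it. The explanation therefore stays open. PDAC replicates 25, 29, 30 and 31 on slide 4 had lncRNA positions of 0.810, -0.321, 0.157 and 0.605. Replicates 36 on slide 5 and 43 on slide 6 had 0.855 and -0.308. All of these lie within the benign range, on slides without benign arrays, and replicates 29 and 43 lay nearest to -0.461. Such a position therefore also occurred without a shared slide. Slide stays open for the array on slide 3, the single PDAC array that shares a slide with benign arrays. The CP arrays on slide 5 had positions between 0.68 and 0.79.

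Comparing slides of one group also called lncRNAs. Over 6550 lncRNAs well above background, limma called 0 between benign slides 2 and 3 (665 at an unadjusted p under 0.05 and 2-fold), 3 between PDAC slides 5 and 4, 241 between 7 and 4, and 365 between 7 and 5. PDAC against benign slides of similar size called between 73 and 2091. Over these pairs NCRNA00201 differed by -0.582 to 0.309 within groups and by 1.332 to 2.298 between PDAC and benign slides. The pairs leave out PDAC slide 6, with 3 arrays and a mean of -1.54 (slide 5 had -0.67), and the PDAC array on slide 3. The calls between PDAC slides exceed some of those between PDAC and benign slides, so slide cannot be told apart from disease for these counts.

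For NCRNA00201 the difference between PDAC and benign pancreas shrank from 1.62 to 1.055 (standard error 0.270, adjusted p = 0.0519 from limma with Benjamini-Hochberg adjustment) with the 75th percentile as a covariate. The groups differ in brightness, but some arrays of both overlapped in it, as seen only afterwards. Benign replicates 19 to 23 (764 to 1168 intensity units) had -2.99 to -2.03. PDAC replicates 25 to 27 and 30 to 32 (948 to 1199 units) had -1.62 to -0.60. These arrays argue against brightness as the whole cause of this step. The dimmer PDAC replicates 29, 43 and 24 were mixed. Replicate 29 (634.4 units) had -1.115, above all benign arrays (-3.45 to -1.89). Replicate 43 (505.8 units) had -1.997, inside the benign range but near its top. PDAC replicate 24 (507 units) had -3.04 and goes the other way, so brightness as part of the cause stays open. Between benign and normal pancreas, of like brightness (medians 479 and 480 intensity units), the log2 fold change was 2.35 without and 2.365 with the covariate, which argues against brightness as its cause. With the acinar score as a covariate the 2 steps were 1.446 (adjusted p = 5.91e-05 from limma) and 2.189 (adjusted p = 0.0027 from limma), which argues against loss of acinar tissue as the whole cause. On the arrays, slide stays open for both steps, as does disease itself. With slide as a fixed block PDAC against benign pancreas gave -0.655, and benign and normal arrays share no slide. For benign against normal the source of the RNA stays open too, since normal samples came from suppliers and benign tissue from surgery. By the paper's qPCR, which uses no array slides, normal and benign pancreas differed, while benign pancreas and tumor did not differ significantly.

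The relations of NCRNA00201 with 6 measures were tested within PDAC and within benign arrays, 12 relations with Benjamini-Hochberg adjustment. The highest were with HNRNPU, with Pearson's r 0.530 in PDAC (n = 25, permutation p = 0.0083, adjusted p = 0.05, Spearman's rho 0.388, p = 0.057) and 0.669 in benign pancreas (n = 15, permutation p = 0.0059, adjusted p = 0.05, Spearman's rho 0.593, p = 0.022). Without the 2 arrays farthest from the median, r was 0.299 and 0.487, so the relation in PDAC rests largely on those arrays. With slide means removed it was 0.624 in PDAC (adjusted p = 0.053) and 0.460 in benign pancreas (adjusted p = 0.67), so neither passed the threshold within slides. The value in PDAC was at percentile 99.8 of all lncRNAs well above background, and the value in benign pancreas at 91.9. Shared regulation at the locus could explain this, but no relation held with COX20 (r -0.145 and 0.001), and the test leaves it open. Brightness had r 0.453 in PDAC (permutation p = 0.024, adjusted p = 0.091, Spearman's rho 0.316, p = 0.12), and r was 0.072 without the 2 arrays farthest from the median and 0.098 within slides. The other relations had permutation p of at least 0.03 and adjusted p of at least 0.091.

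The 2 probes of NCRNA00201 changed differently (2.44 and 0.04). The second probe was well above background on 46 of 48 arrays, which argues against low signal as the reason. Whether the probes report the same transcript was not tested.

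Normal RNAs of one supplier and catalogue number might be one RNA hybridised several times. The 11 pairs of arrays with one catalogue number had a median SD of log2 differences of 0.860 and the 17 other pairs 0.906, both above the 0.290 between 2 spots of one probe on 1 array. A spread between arrays includes hybridisation noise, so the test leaves this open.

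Marker lists changed between PDAC and normal-benign pancreas. The median log2 fold change was -7.25 for acinar (14 of 14 genes called by limma adjusted over the list alone, 14 over all genes tested), -2.70 for islet (6 of 8, 6), 1.96 for ductal or tumor (7 of 11, 7), 3.53 for stromal (11 of 11, 11, with 10 of the 11 genes higher and 1 lower) and 1.00 for immune genes (3 of 7, 3, with 6 of the 7 genes higher). Under spike-in scaling, which shifts all probes, the medians were -6.14, -1.59, 3.07, 4.64 and 2.11, so no list changed direction. The other genes named by rule included COL1A1, STRA6, IFI27, POSTN and PPAPDC1A, higher in PDAC with log2 fold changes between 4.34 and 4.77, and CEL, CELA3B, CELA3A and ENST00000453808, lower with log2 fold changes between -8.05 and -7.89. STRA6 and PPAPDC1A were well above background on few normal arrays (2 and 0 of 8) and on 8 and 3 of 15 benign arrays. With values raised to the lowest signal well above background of their array, the log2 fold changes were 4.10 for STRA6 and 2.96 for PPAPDC1A, and between -7.75 and -7.43 for the 4 lower genes listed, which were well above background on 14 to 18 of 25 PDAC arrays. H19 had a log2 fold change of -0.95 (adjusted p = 0.0462 from limma), below 2-fold, and passed the threshold in none of its 6 alternatives (adjusted p between 0.0543 and 0.779, with a log2 fold change of 0.16 under spike-in scaling). MALAT1 had one of 0.22 (adjusted p = 0.432 from limma) and 1.33 under spike-in scaling (adjusted p = 0.0192 from limma), and HOTAIR was well above background on 4 PDAC arrays alone, so its values under the alternatives are differences near background and no fold change is read from them. In the 3-group fit MALAT1 was higher than in normal pancreas both in PDAC (log2 fold change 1.34, adjusted p = 6.37e-05 from limma) and in benign pancreas (1.72, adjusted p = 0.000211 from limma). H19 was lower in PDAC than in normal pancreas in that fit (log2 fold change -2.04, adjusted p = 0.00188 from limma). For H19, neither PDAC against benign pancreas (-0.37, adjusted p = 0.48 from limma) nor benign against normal pancreas (-1.67, adjusted p = 0.156 from limma) passed the threshold.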
